A study of Mus musculus with 6 samples. Its data were reported in "Male autism spectrum disorder is linked to brain aromatase disruption by prenatal BPA in multimodal investigations and 10HDA ameliorates the related mouse phenotype" (2024).

How the data were processed

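The data were the read counts per gene that the authors deposited for 6 libraries of fetal mouse cortex, 3 from dams given vehicle and 3 from dams given BPA. Per the labels, all fetuses were male and wild type and were taken at GD15.5. The study's methods give the same age, but its results section gives a later one. Groups were taken from the labels, and replicates 1 to 3 were numbered in accession order within a group. The numbers were not used to pair samples. Litter was not used here, since the labels identify fetuses and not dams. According to the study's methods, total RNA was made into strand-specific libraries, sequenced as single-end reads of 50 bases, aligned with TopHat to the mouse genome build GRCm38, and counted on GENCODE gene models with featureCounts. Whether the counting used strand or reads with several alignments is not stated. A gene that shares sequence with another, or overlaps one, can lose or gain counts by either choice, and short single-end reads make this more likely.

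The table held 45583 rows of gene symbols, of which 23501 had at least 1 count in any library. All 37 rows of mitochondrially encoded genes were at 0 in every library, so these transcripts were not analysed here. A spreadsheet had turned 27 gene symbols into dates, of which 23 were kept by the filter and 2 were used by 2 rows each. These rows were kept under their date names and are not reported by gene. Since the symbols are the only identifiers, their alignment with the counts was checked by comparing the share of counts on protein-coding genes as deposited and with the names moved by 1 row. The share was highest as deposited for 21 of the 22 first letters with at least 100 rows. For V, the first letter of Vkorc1, it was 97.57% as deposited and 97.85% with the names moved up by 1 row. The check therefore does not decide the alignment for that letter. Symbols were matched to GENCODE M21 (GRCm38), which gave coordinates, strand, exonic length and GC content for 13150 (95.7%) of the genes tested.

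Counts were analysed in R 4.3.3. Genes were kept by the filterByExpr function of edgeR 4.0.16 at its default minimum count of 10 and minimum total of 15, which left 13741 genes with 99.7% of all counts. Libraries were scaled by the trimmed mean of M-values (TMM), and BPA was compared with vehicle by edgeR's quasi-likelihood test without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.1, after the study's methods, which name edgeR, TMM scaling and this adjustment. CPM values were computed from the deposited counts and TMM-scaled library sizes. Standard errors are those implied by the quasi-likelihood statistic. Log2 CPM values for principal components and list scores used a prior count of 2. The depth sets a floor of 3 counts, at and below which levels are treated as not detectable. Group differences in scores were tested by exact two-sided permutation over the 10 splits of the 6 libraries, for which the smallest p is 0.1.

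Gene lists were written from general knowledge before the data were examined, as substitutes for the Gene Ontology, Ingenuity and autism process sets of the study, and do not hold the same members. They were tested with fgsea 1.28.0 on genes ranked by log2 fold change, for lists with at least 5 genes. A list's threshold was an adjusted p of 0.05. Camera with a preset correlation of 0.01, camera with the estimated correlation, and fry from limma 3.58.1 were alternatives. Medians were also set against 10000 random lists matched on expression, and on expression, GC content and exonic length. Separate marker lists covered the ventral telencephalon, dorsal pallium, choroid plexus, blood cells, vessels and meninges, microglia, immediate early genes, cytosolic ribosomal proteins and mitochondrially encoded genes. The ventral list was written after the study's own ranked gene list had been read, and 8 of its genes had been seen there or beside a gene seen there, so it is not independent of these libraries. It is therefore also given without these genes. Sequence sharing was measured as the share of a gene's 50-base transcript words that also occur in transcripts of another gene.

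The genes named were fixed by rule before the data were examined: the sex check genes, the study's candidate genes, the 10 genes with the smallest unadjusted p averaging at least 1 CPM where fewer than 10 passed the threshold, and the top members of each list. Genes outside the rule are described as such, and 1 of the study's candidate genes is not reported here. Alternatives covered DESeq2 1.42.0, limma-voom, edgeR's exact and likelihood ratio tests, robust dispersion, other scalings, other filters, removal of sex chromosome genes, and omission of each library in turn. A Ttr covariate, thinning of all libraries to the smallest total, summing of genes with their near-identical copies or overlapping neighbors and the alternatives for the ventral list were chosen after seeing the data.

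The scripts were tested on simulated data drawn from the means and library sizes of the real libraries. With 200 genes changed, 53% were recovered at 1.5-fold, 87% at 2-fold and 97% at 4-fold, among about 13600 genes tested. In 5 simulated sets without any change, at most 1 gene passed the threshold, from 4.46% to 5.23% of genes had an unadjusted p under 0.05, and 0 of 30 list tests were called. Genes were drawn independently of each other, unlike the genes of the real lists. The simulated list tests therefore cannot show how often lists of correlated genes would be called. Plots were drawn with matplotlib 3.10.9.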

Results

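RNA sequencing counts were obtained for the cerebral cortex of 6 fetal male mice at GD15.5 (gestational day). Dams of an aromatase reporter strain, which carries an added copy of Cyp19a1 with a green fluorescent protein gene inserted in it, had received bisphenol A (BPA, an estrogen-mimicking plastic monomer) at 50 µg/kg from GD10.5 to GD14.5, or peanut oil as vehicle. Each group had 3 fetuses, and each fetus gave 1 library. Total counts in the vehicle libraries were 6870232, 7180835 and 5030652, and those in the BPA libraries were 6426857, 6091954 and 3444601. A count of 0 therefore allowed up to 0.422 CPM (counts scaled to library size) in the deepest library and up to 0.875 CPM in the shallowest, counting error alone. At least 10 counts were present for 13933 genes in vehicle replicate 2 and for 12676 genes in BPA replicate 3. Libraries of the same group correlated across genes with Spearman's rho from 0.987 to 0.991 over 6 pairs, and libraries of different groups with rho from 0.987 to 0.993 over 9 pairs, where genes are not independent replicates. Every pair differed by more than sampling noise, with a chi-square per degree of freedom from 2.40 to 7.88. Each library was counted as a separate sample because the labels name a different fetus for each. The chi-square cannot show whether fetuses shared a litter.

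The sex stated for the fetuses was examined first. The Y-linked genes were present in every library: Ddx3y averaged 43.2 CPM ± 4.47 (SD, n = 3) in vehicle and 45.8 CPM ± 0.744 (SD, n = 3) in BPA, Kdm5d 50.5 CPM ± 1.72 and 54.3 CPM ± 2.62, Uty 28.8 CPM ± 1.17 and 31.0 CPM ± 3.81, and Eif2s3y 68.8 CPM ± 12.3 and 80.4 CPM ± 10.0. Xist, which is transcribed from the inactive X chromosome of females, had from 7 to 22 counts per library, and its antisense partner Tsix had 0 counts in every library. None of these genes differed between the groups beyond the replicate spread, with Benjamini-Hochberg adjusted p = 1 in edgeR's quasi-likelihood test for each gene that was tested.

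The central comparison asked which cortical transcripts changed after maternal BPA. Of 13741 genes with enough counts to be tested, 0 passed an adjusted p-value of 0.1 in edgeR's quasi-likelihood test. The smallest adjusted p was 0.251. At an unadjusted p under 0.05 there were 302 genes, of which 140 were higher and 162 lower in BPA. That is 2.20% of the genes tested, where 5% would be reached by chance alone. The BPA and vehicle libraries did not overlap for 928 genes, or 6.75%, against the 10% that chance gives for 3 libraries against 3. The biological coefficient of variation was 0.106. In simulated data with the same depths, 87% of 200 genes changed by 2-fold and 53% of 200 genes changed by 1.5-fold passed the same threshold. In simulated sets without any change, 4.46% to 5.23% of genes had an unadjusted p under 0.05, against 2.20% here. The recovery in simulated data may therefore overstate what could be detected in the real libraries. Testing every gene that had at least 1 count moved the result most, with 19 of 23501 genes past the adjusted threshold, and 4 of these 19 did not pass the filter used here. Leaving out vehicle replicate 2 raised the count at an unadjusted p under 0.05 to 708, and leaving out vehicle replicate 3 or BPA replicate 1 lowered it to 194.

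**Figure D1:**
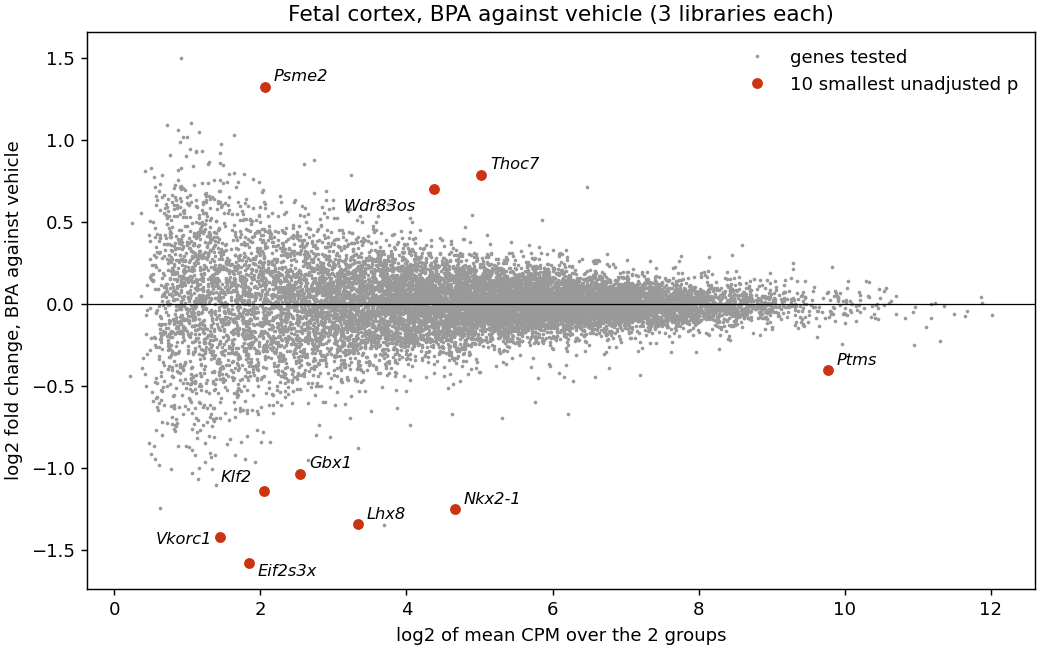
Log2 fold change of BPA against vehicle (vertical axis) against the log2 of mean CPM (horizontal axis) for the 13741 genes tested, with the 10 genes of smallest unadjusted p in red. None of these genes passed an adjusted p of 0.1, and the 10 genes lie between log2 fold changes of -1.58 and 1.32.

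With no gene past the threshold, the 10 genes with the smallest unadjusted p among those averaging at least 1 CPM are given as the strongest candidates of this comparison, by a rule that selects for large differences. Thoc7 (ENSMUSG00000053453.9, GRCm38 chromosome 14, 13949012 to 13961852, minus strand) was at 23.9 CPM ± 1.43 (SD, n = 3) in vehicle and 41.2 CPM ± 4.74 (SD, n = 3) in BPA. Its log2 fold change was 0.79 with a standard error of 0.132, at an unadjusted p of 2.17e-05 and an adjusted p of 0.251 in edgeR's quasi-likelihood test. Its 3' end overlaps the processed transcript Gm11100 on the opposite strand, which had from 1 to 4 counts per library. Nkx2-1 (ENSMUSG00000001496.15, chromosome 12, 56531958 to 56536908, minus strand), a transcription factor gene, fell from 35.9 CPM ± 8.79 (SD, n = 3) in vehicle to 14.8 CPM ± 5.48 (SD, n = 3) in BPA. The log2 fold change of Nkx2-1 was -1.25 with a standard error of 0.220, at an unadjusted p of 3.65e-05 and an adjusted p of 0.251. Under edgeR's quasi-likelihood test it passed the adjusted threshold when vehicle replicate 3 was left out, with an adjusted p of 0.0714, and when BPA replicate 2 was left out, with an adjusted p of 0.0266, and over all 6 such fits its log2 fold change lay between -1.60 and -1.10. The adjusted p of Nkx2-1 was 0.000304 with edgeR's classic exact test, 0.00137 with DESeq2 and 1 without BPA replicate 1.

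The remaining 8 genes of this group each had an adjusted p of 1, although their vehicle and BPA libraries did not overlap. Lower in BPA were Ptms (chromosome 6, 124913681 to 124920103), from 996 to 752 CPM with a log2 fold change of -0.41 (SE 0.0911), Lhx8 (chromosome 3, 154306294 to 154330659), from 14.4 to 5.68 CPM with a log2 fold change of -1.34 (SE 0.314), Gbx1 (chromosome 5, 24502757 to 24527202), from 7.81 to 3.83 CPM with a log2 fold change of -1.03 (SE 0.245), and Klf2 (chromosome 8, 72319033 to 72321656), from 5.64 to 2.62 CPM with a log2 fold change of -1.14 (SE 0.301). Vkorc1 (chromosome 7, 127893063 to 127895617) fell from 4.02 to 1.46 CPM, a log2 fold change of -1.42 (SE 0.343), and shared 44.7% of its 50-base words, mostly with the gene Gm21974, which overlaps it on the same strand and had 0 counts in every library, so that the counts of Vkorc1 are uncertain. Eif2s3x (chromosome X, 94188707 to 94212862) fell from 5.33 to 1.83 CPM, a log2 fold change of -1.58 (SE 0.395). It shared 34.6% of its 50-base words with other genes, above all with the processed pseudogene Gm2223 (chromosome X, 33505661 to 33507010), which had from 203 to 499 counts per library, so that the counts of Eif2s3x are uncertain as well. Higher in BPA were Psme2 (chromosome 14, 55587441 to 55591113), from 2.29 to 6.05 CPM with a log2 fold change of 1.32 (SE 0.331), and Wdr83os (chromosome 8, 85080740 to 85082339), from 16.1 to 25.5 CPM with a log2 fold change of 0.70 (SE 0.183). Psme2 shared 28.3% of its words, mostly with Psme2b, and Wdr83os shared 51.1%, mostly with Wdr83, which overlaps it on the opposite strand. Both are uncertain for that reason, because the strand and multi-mapping options of the counting are not stated.

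**Figure D2:**
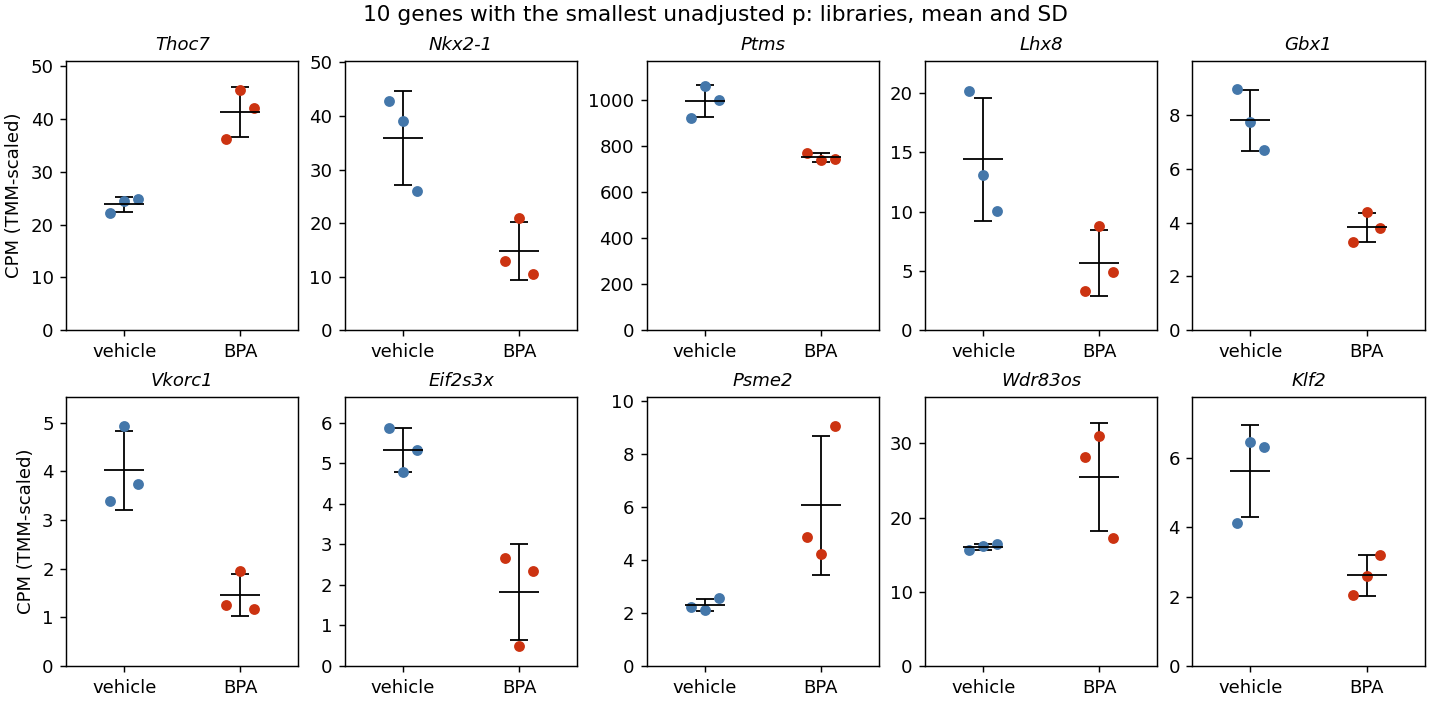
CPM per library (points; vehicle in blue, BPA in red) for the 10 genes with the smallest unadjusted p, with the group mean (horizontal line) and SD (error bar) of 3 libraries. In each panel all 3 BPA libraries lie on one side of all 3 vehicle libraries, as the selection favours, and the Nkx2-1 libraries range from 26.0 to 42.8 CPM in vehicle, above each BPA library.

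Genes of estrogen synthesis and signaling were of interest because the study concerns brain aromatase. Cyp19a1, which encodes aromatase, had from 0 to 3 counts per library. Esr1 and Esr2, which encode the nuclear estrogen receptors, also had from 0 to 3 counts. All 3 genes were at or below 3 counts in every library, so a difference between the groups was not detectable at this depth. Fos had from 4 to 9 counts and was not tested. Gper1, which encodes a membrane estrogen receptor, was at 6.16 CPM ± 1.32 (SD, n = 3) in vehicle and 6.06 CPM ± 1.48 (SD, n = 3) in BPA. Esrrg was at 26.3 CPM ± 2.17 and 23.4 CPM ± 1.24, and Bdnf at 2.58 CPM ± 0.881 and 1.60 CPM ± 0.170. Log2 fold changes were -0.17 (SE 0.134) for Esrrg and -0.67 (SE 0.376) for Bdnf, with adjusted p = 1 for Gper1, Esrrg and Bdnf in edgeR's quasi-likelihood test. All 3 BPA libraries were below all 3 vehicle libraries for Bdnf, which rested on 6 to 18 counts per library.

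Whether treatment accounted for the main axis of variation was examined by principal component analysis of log2 CPM. Principal component 1 held 31.7% of the variance and component 2 held 22.5%. Scores on component 1 were 14.4, -17.3 and -2.02 for the vehicle libraries and -1.35, -17.4 and 23.7 for the BPA libraries. The groups did not differ on component 1 (exact two-sided permutation test, p = 0.8), where 3 libraries against 3 cannot reach a p below 0.1.

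The study examined pathways of dendrite and axon growth, synapse formation, CREB signaling and processes linked to autism. These were represented here by 6 gene lists written before the data were examined, and each was tested by preranked gene set enrichment analysis (GSEA) with Benjamini-Hochberg adjustment over the 6 lists. The dendrite extension list (20 genes tested) had a normalized enrichment score (NES) of -1.59, an unadjusted p of 0.0365 and an adjusted p of 0.109. Its median log2 fold change was -0.0051, with 10 genes lower and 10 higher in BPA. The axon and dendrite growth list (103 genes) had an NES of -1.26 and an adjusted p of 0.177, with 62 genes lower. The synaptogenesis list (106 genes) had an NES of -1.14 and an adjusted p of 0.298, with 72 genes lower, and the CREB signaling list (101 genes) had an NES of 0.415 and an adjusted p of 1. The autism gene list (114 genes) had an NES of 0.740 and an adjusted p of 1. The oxidative phosphorylation list (72 nuclear genes) was the only one of the 6 with an adjusted p under 0.05 in this test, with an NES of -1.57 and an adjusted p of 0.0386, and 57 of its genes were lower in BPA with a median log2 fold change of -0.064. Camera with a preset correlation of 0.01 gave the oxidative phosphorylation list an adjusted p of 6.73e-05, but with the correlation estimated from the data (0.289) the adjusted p was 0.838, and with fry it was 0.906. No call on any of the 6 lists held under fry or the estimated correlation. Leaving out vehicle replicate 3 changed the adjusted p of the oxidative phosphorylation list to 0.750, and leaving out BPA replicate 3 changed it to 0.464. The call was also lost without vehicle replicate 2 (0.0648) or BPA replicate 1 (0.104). It held without vehicle replicate 1 (0.00137) or BPA replicate 2 (4.55e-05). Adjusted over the list alone, 0 genes of any of the 6 lists passed the threshold of 0.1, as was the case over all genes tested. At an unadjusted p under 0.05 there were 1 gene in the dendrite extension list, 5 in the axon and dendrite growth list, 0 in the synaptogenesis list, 0 in the CREB signaling list, 5 in the oxidative phosphorylation list and 2 in the autism gene list.

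List scores, the mean over genes of log2 CPM after subtraction of each gene's mean, overlapped between the groups for each of the 6 lists. The oxidative phosphorylation score was 0.042 ± 0.099 (SD, n = 3) in vehicle and -0.042 ± 0.149 (SD, n = 3) in BPA, and the exact two-sided permutation p was 0.4. For the dendrite extension list the score was 0.037 ± 0.092 (SD, n = 3) in vehicle and -0.037 ± 0.112 (SD, n = 3) in BPA (exact p = 0.5). The exact p was 0.4 for axon and dendrite growth, 0.7 for synaptogenesis, 1 for CREB signaling and 0.8 for the autism gene list. Among the list members with the smallest unadjusted p, Cpne5 of the dendrite extension list had a log2 fold change of -0.35 (SE 0.134), Ntn1 of the axon and dendrite growth list -0.60 (SE 0.175), Stmn3 of the same list -0.29 (SE 0.0949), Grin2d of the synaptogenesis and CREB signaling lists -0.31 (SE 0.146), Atp5g3 of the oxidative phosphorylation list -0.45 (SE 0.119) and Ebf3 of the autism gene list 0.36 (SE 0.143). Each of these 6 genes had an adjusted p of 1 over all genes tested in edgeR's quasi-likelihood test.

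**Figure D3:**
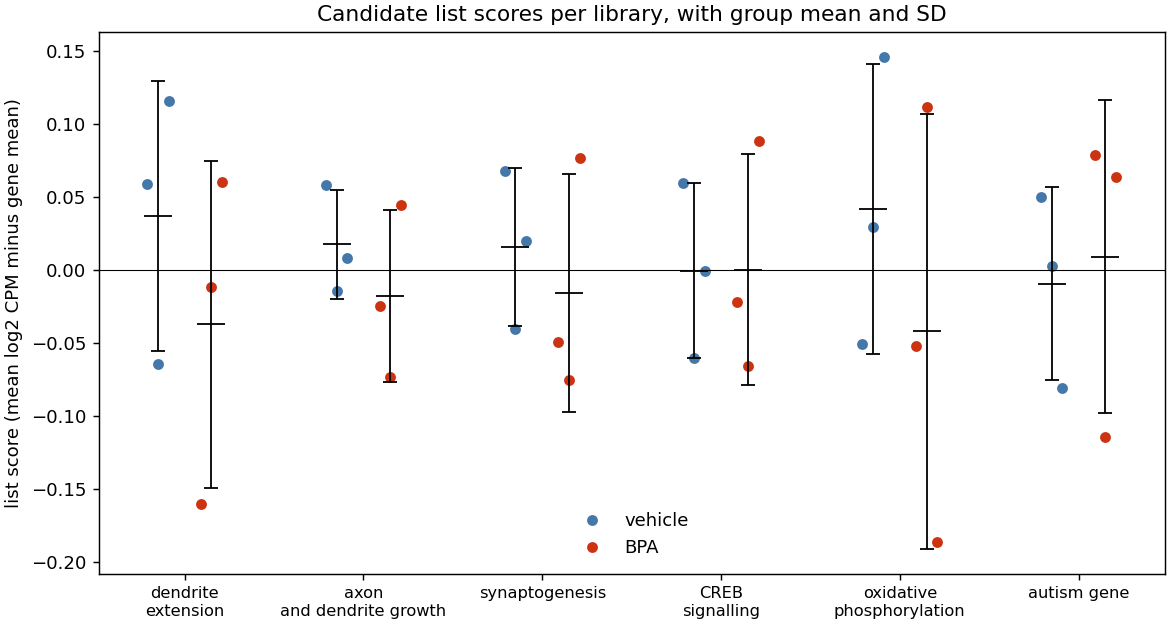
List score per library (points; mean log2 CPM after subtraction of each gene's mean) for the 6 candidate lists, with vehicle in blue, BPA in red, and the group mean and SD of 3 libraries in black. The points of the groups overlap for each of the 6 lists, and the oxidative phosphorylation score runs from -0.186 in BPA replicate 3 to 0.146 in vehicle replicate 3.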

Values the study reported

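The study reported that no single Gene Ontology pathway in its BPA comparison survived correction for multiple testing when no candidate was named in advance. Pathways with axon or dendrite in their names were reported as reduced by BPA, with P = 0.01 by Fisher's exact test. Of the top 11 mid-gestation processes linked to autism that it could assess, 9 (82%) were reported as affected by BPA and opposite in direction to a fatty acid treatment of cultured cortical cells, with P = 0.03. Genes of the dendrite extension category were reported as lower under BPA. Processes of intracellular respiration and metabolism were also reported as lower under BPA, but not after adjustment for the false discovery rate. The synaptogenesis and CREB signaling pathways were described as reduced by BPA.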

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

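The count of genes past an adjusted p of 0.1 stayed at 0 with limma-voom, robust dispersion, the 3 other scalings, the CPM filters, removal of X, Y and mitochondrial genes and thinning to equal depth. It was 3 with DESeq2 (Nkx2-1, Thoc7 and Ptms), 2 with edgeR's classic exact test (Nkx2-1 and Thoc7), 4 with the likelihood ratio test (Nkx2-1, Thoc7, Eif2s3x and Lhx8), 19 with no filter and 2 with Ttr as a covariate (Nkx2-1 and Thoc7). The 19 included Nkx2-1, Thoc7, Eif2s3x, Lhx8, Ntn1, Wdr83os, Ptms and Psme2. They also included Afp, Zic4 and Zic1, each highest by far in 1 library, and Ttr, high in 1 library of each group. Calls of the unfiltered test can therefore follow single libraries. The cause of these changes in count was not tested. The unfiltered test included 9760 further genes. Across the 6 fits that each left out one library the count ran from 0 to 1. The 1 call was Nkx2-1, without vehicle replicate 3 or without BPA replicate 2. The adjusted p of Nkx2-1 was 0.000304 with the exact test, 0.00038 with the likelihood ratio test, 0.00137 with DESeq2 and 1 without BPA replicate 1.

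Genes with an unadjusted p under 0.05 numbered 302, against 126 with DESeq2, 620 with no filter, 162 with a minimum of 10 CPM, which tested 10081 genes, and 479 with Ttr as a covariate. Leaving out one library gave from 194 to 708. Without vehicle replicate 2 it was 708, of which 194 were among the 302. The cause was not tested.

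The oxidative phosphorylation list lost its call with the estimated correlation (adjusted p of 0.838), with fry (0.906) and with no filter (1), and ranged from 4.55e-05 to 0.750 when one library was left out. The same list kept its call with the signed quasi-likelihood statistic (2.65e-06), a minimum of 10 CPM (1.25e-07) and library size alone (0.0377). Ranking by the signed quasi-likelihood statistic brought the axon and dendrite growth list (0.0193) and the synaptogenesis list (0.0336) past the threshold, both lower in BPA. When one library was left out, the dendrite extension list ranged from 0.00668 to 1, the axon and dendrite growth list from 0.00668 to 1, the synaptogenesis list from 0.000588 to 1, the CREB signaling list from 0.0852 to 1 and the autism gene list from 0.00401 to 1. Each list therefore crossed the threshold on the choice of library, apart from the CREB signaling list. Without BPA replicate 2 the synaptogenesis list turned to higher in BPA, with an NES of 0.456. The CREB signaling list, higher in the main test, was lower with the signed statistic (adjusted p of 0.978), camera at a preset correlation (0.743), camera with the estimated correlation (0.904), fry (0.930) and a minimum of 10 CPM (0.965), all with no call, and it was also lower without vehicle replicate 2, vehicle replicate 3 or BPA replicate 3. The autism gene list was lower without vehicle replicate 3, BPA replicate 1 or BPA replicate 3. The cause was not tested.

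Log2 fold changes of 33 named genes were set against DESeq2, limma-voom, library size alone, DESeq2 size factors, thinning, omission of each library and sums with a copy or neighbor. Of 365 values, 351 kept their direction and side of the threshold, 5 gained a call and 9 reversed. The calls under the exact, likelihood ratio, covariate and unfiltered tests given above are not among these. Gper1 was at 0.00026 with library size alone and at 0.15 after thinning, and between -0.24 and 0.17 over the alternatives. Xist lay between -0.095 and 0.60. Both have standard errors larger than their change. Eif2s3x summed with Gm2223 was at 0.031, since that copy holds most of the counts. The exact p of principal component 1 was 0.7 or 0.8 in each alternative. No paired analysis was run, because the labels state no pairing and the replicate numbers only name the samples. The numbers in the deposited column names alternate between vehicle and BPA. Whether libraries were processed in pairs is not stated, so an effect of such pairs was not tested and stays open. Depth limits Cyp19a1, Esr1 and Esr2, which lay at or below 3 counts in every library.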

Other observations

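The tests of equal shifts across the ventral markers, of dorsal markers, of Xist counts, of other choroid plexus markers and of counts summed with a copy or neighbor were chosen only after the result was seen. The Ttr covariate and the thinning to equal depth were also chosen after the data were seen.

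Fewer genes than chance would give reached an unadjusted p under 0.05, which may reflect variation between libraries that the groups do not follow. Of the 10 splits of the 6 libraries into 3 and 3, 8 gave as many genes with an unadjusted p under 0.05 as the real split. For genes past the adjusted threshold all 10 necessarily gave as many, since the real split gave 0, and that count tests nothing. The splits of vehicle replicates 1 and 3 and BPA replicate 3 against the rest, and of vehicle replicate 1 and BPA replicates 1 and 3 against the rest, gave 189 and 267 genes past the adjusted threshold. With 10 splits no share can fall below 0.1. Both of those splits keep vehicle replicate 2 and BPA replicate 2 together, but so do 2 other splits, which gave 1 and 0 genes past the adjusted threshold and 319 and 477 with an unadjusted p under 0.05. In vehicle replicate 2 and BPA replicate 2, Ttr, the most abundant transcript of the choroid plexus and a gene outside the naming rule, was at 195 and 308 CPM, against 2.21 to 11.9 CPM in the other libraries. Of 18 other choroid plexus markers with at least 20 counts in total, 10 peaked in the same 2 libraries, where 1 pair in 15 would do so by chance (binomial p = 4.61e-08). This p counts the markers as independent and so overstates the evidence, since camera estimated a correlation of 0.314 for this list. The 10 markers included Clic6, at 11.1 and 18.5 CPM against at most 3.46 CPM, and Kcne2, at 7.60 and 14.8 CPM against at most 0.785 CPM. More blood in those libraries is argued against, since 0 of 8 blood cell markers peaked there. A candidate explanation is that choroid plexus tissue was included in some dissections, in one library of each group. It does not account for the low number of small p-values by itself: with Ttr as a covariate 3.49% of genes had an unadjusted p under 0.05, still under 5%. Without vehicle replicate 2, however, the share was 5.10%, and without BPA replicate 2 it was 4.02%. With any other library left out it lay between 1.38% and 2.48%. Whether the 2 libraries high in Ttr contribute to the low share therefore stays open. Col1a1 and Dcn, of the list for vessels and meninges, peaked in another pair, vehicle replicate 3 and BPA replicate 2. Col1a1 was at 22.7 and 13.3 CPM there, against 2.06 to 5.50 CPM elsewhere. Dcn was at 8.87 and 8.29 CPM, against 0.735 to 1.75 CPM. Both genes were singled out after their values were seen, and Pecam1 and Foxd1 of that list did not peak in this pair. What else varies between the libraries stays open, and no biological explanation was tested.

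Markers of the ventral telencephalon, the region below the cortex that produces its inhibitory neurons, were lower in BPA libraries. Of the 49 genes listed, 42 had enough counts in this tissue to be tested, and 40 were lower, with a median log2 fold change of -0.26, and 18 had an unadjusted p under 0.05. Adjusted over the list alone, 4 passed the threshold of 0.1, against 0 over all genes tested. The NES was -2.61, with a p at the method's lower limit of 1e-10. With the correlation between genes estimated from the data (0.082) the camera p was 0.00287, or 0.0229 adjusted over 8 marker lists, and the fry p was 0.00799, or 0.0639 adjusted, which fails a threshold of 0.05. List scores were 0.237, 0.158 and 0.109 in vehicle and -0.26, -0.029 and -0.216 in BPA and did not overlap (exact two-sided permutation p = 0.1, the smallest possible). Without the genes already seen in the study's own ranked list, 33 of the remaining 35 were lower, with a median of -0.24 and a camera p of 0.00429 at the estimated correlation. This does not remove the selection, since the list as a whole was written after that ranked list had been read. The median of the full list stayed between -0.34 and -0.25 when each library was left out in turn. Neurons that migrate from the ventral telencephalon into the cortex express many of these genes, including Lhx6, Gad1 and Dlx1, and Foxp2 is also in the autism gene list.

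Several technical explanations for this shift are argued against. At equal depth the median was -0.28, with Ttr as a covariate it was -0.27, and 0% of 10000 random lists matched on expression, GC content and length had a median as low. The changes of the 42 markers differed by more than their standard errors (Cochran's Q of 80.4, with a heterogeneity p of 0.000231). This rests on Nkx2-1, Lhx8 and Gbx1, which fell most. Without them the other 39 markers had a median of -0.25 and a heterogeneity p of 0.589, and 37 were lower. An equal fall of those 39 markers therefore stays open. Only the real split out of 10 gave an NES as far from 0, but 10 splits cannot exclude chance, and vehicle replicates 1 and 2 with BPA replicate 3 against the rest came to -2.33. Dorsal pallium markers moved the other way, with 29 of 36 higher, a median of 0.069 and an NES of 1.5. For these markers the adjusted p over 8 marker lists was 0.0475 in GSEA. In camera at the estimated correlation it was 0.626, with an unadjusted p of 0.35. Their list scores overlapped (exact permutation p = 0.5), and the median ran from -0.0021 without vehicle replicate 1 to 0.13 without vehicle replicate 2, so the dorsal shift rests on single libraries. A rise of dorsal markers would follow from a dissection that took less ventral tissue in the BPA fetuses and equally from fewer ventral cells or their migrants in the tissue, so a different dissection border and an effect of BPA on those cells cannot be told apart here, because each would follow the groups. In vehicle replicate 1, Zic4 was at 44.1 CPM against 3.79 to 12 CPM elsewhere and Zic1 at 164 CPM against 42.2 to 82.2 CPM. Both genes were singled out after their values were seen, and the cause was not tested. An effect of BPA remains open and untested.

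The lower oxidative phosphorylation genes in BPA rest on weaker ground. In 5 of the 10 splits the NES of the list was as far from 0. Depth alone is argued against by a median of -0.076 at equal depth. With one library left out, the median of the list ran from -0.175 without BPA replicate 2 to -0.021 without vehicle replicate 3. Random lists matched on expression, GC content and length had a median of -0.023, and 0.5% of them had a median as low as the list. They were not matched on the correlation between genes, which was estimated at 0.289 for this list (camera p = 0.283), so GC content and length stay open. The split result leaves chance open, as does the estimated correlation, and an effect of BPA was not tested further. Synaptogenesis genes give a similar picture on a smaller scale: their median of -0.035 lay below all but 0.07% of random lists matched on expression, while the exact p of the list score was 0.7. These random lists were likewise not matched on the correlation between genes, which was estimated at 0.122 for this list. Camera at that correlation gave p = 0.478, so the random lists overstate the shift. What else adds to the gap was not tested. With one library left out, the synaptogenesis median ran from -0.063 without BPA replicate 3 to -0.014 without vehicle replicate 1.

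Eif2s3x, an X-linked gene, was lower in all 3 BPA libraries, with 17, 3 and 8 counts against 40, 34 and 27. Only the real split, 1 out of 10, gave an unadjusted p as small, but the gene was singled out for its small p in that split, so this decides nothing and chance stays open. A female or mixed library is argued against, since the highest Xist count was 22 and Y-linked genes were present throughout. A different origin may lie in the assignment of reads. Eif2s3x held only 7.83% of the counts it makes up with the processed pseudogene Gm2223 in vehicle, and 34.6% of its words are shared, so reads of the gene may have been placed on the pseudogene. The sum of both changed by a log2 fold of 0.031 (SE 0.122), but a fall of Eif2s3x alone would have changed the sum by only -0.076, so the sum decides nothing and both readings stay open. The same holds for Psme2, whose sum with Psme2b changed by 0.14 (SE 0.173), where a rise of Psme2 alone would give 0.29. The sum of Wdr83os with its overlapping neighbor Wdr83 changed by 0.231 (SE 0.132), close to the 0.259 that a rise of Wdr83os alone would give, and Wdr83 itself changed by -0.068 (SE 0.129). These values lean toward a rise of the gene, but the sum lies within 2 standard errors of 0, so moving reads stay open here too. Reads lost from Vkorc1 were not counted on Gm21974, which had 0 counts in every library. For Thoc7, which held 98.3% of the sum with its overlapping neighbor, the change of the sum was 0.78, close to that of the gene alone. An effect of BPA on any of these genes was not tested beyond the comparison above.

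Other marker lists gave no shift that held under the estimated correlation. The adjusted p of camera at the estimated correlation was 0.54 for choroid plexus, 0.298 for blood cells, 0.626 for immediate early genes and 0.868 for microglia, for vessels and meninges and for cytosolic ribosomal proteins. Under GSEA by fold change the adjusted p was 0.000271 for choroid plexus (NES 2.05, higher in BPA), 0.00978 for blood cells (NES -1.69), 0.0306 for immediate early genes (NES -1.62), 0.391 for microglia (NES -1.15), 0.706 for vessels and meninges (NES -0.838) and 0.405 for cytosolic ribosomal proteins (NES -1.07). Afp, with 93 counts in BPA replicate 1 and 0 in every other library, led the unfiltered test and rested on that single library. It was chosen after its values were seen. The unadjusted GSEA p of the axon and dendrite growth list was 0.0883. That is higher than the value quoted from the study above, which came from a different test on other gene sets.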
